A study of Mus with 8 samples. Its data were reported in "Prep1 prevents premature adipogenesis of mesenchymal progenitors" (2017).

How the data were processed

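C/EBPβ ChIP-seq had been carried out in 3T3-L1 cells, a mouse preadipocyte line that differentiates into adipocytes when hormones are added. C cells carried a control hairpin and P cells a hairpin that lowers Prep1, a homeodomain transcription factor. Chromatin was taken at day −2, before induction, and 4 h after induction. The series holds 8 samples, 4 ChIP and 4 input, with 1 sample in each of 8 groups, so there are no replicates and no test between conditions was possible.

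The authors sequenced the libraries on an Ion Torrent instrument and removed artifacts with FASTX-Toolkit. Reads were aligned to the mm9 mouse genome with Bowtie, keeping unique alignments only, and duplicates were removed with Samtools. The authors equalised the number of mapped reads by down-sampling and called peaks with MACS2, 1 ChIP library against input per condition, at a p threshold whose −log10 is 5. Samples were not pooled as far as is stated. Each deposited list gives a peak's start, end and summit. The deposited score is the −log10 p multiplied and cut to a whole number, and it was not used here. The deposited fold enrichment is the ratio of ChIP fragments to local input background at the summit. The authors' peak caller also gave a −log10 p and a −log10 q for each peak, and these are values of that peak in that library. A stated cut on p means that sites just under it are missing from a list, so list length moves with the strength of a library. Equal read numbers take depth out of the comparison, and they leave the efficiency of the immunoprecipitation in it.

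Lists were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Every distinct interval was counted as 1 peak. A peak was called common when it overlapped a peak of the other list by at least 1 bp and exclusive otherwise, and each C peak was paired with the overlapping P peak of highest −log10 p. Shares have 95% Wilson intervals (statsmodels 0.14.6), ratios of peak numbers have intervals from the exact Clopper-Pearson interval of the share, and medians have bootstrap intervals from 1000 draws over peaks. All of these cover counting error only, since peaks of 1 library are not replicates and biological spread is unknown.

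The fragments at each summit and the input background there were recovered from fold enrichment and −log10 p, since the peak caller adds 1 to both terms of the fold and takes p from a Poisson distribution (scipy 1.17.1). A whole number of fragments was found for 100% of peaks in all 4 lists, after a ChIP scaling factor of 0.996 in P cells at day −2 and 0.999 in P cells at 4 h. The shortest peak width was taken as the fragment length that the peak caller used. Of the recovered backgrounds, 100% fell on the steps that this length gives. The next best length gave between 64.8% and 80.8%. Read depth was then derived from the genome-wide background with the peak caller's default genome size of 2.7e+09 bp. The depth of the libraries relative to each other does not depend on that size. The recovery was tested on simulated data and returned the right number of fragments for 2969 of 2969, 2946 of 2946 and 2949 of 2949 simulated peaks in 3 runs. Among 1000 simulated peaks, the total number of overlaps found equalled the number built in under each rule.

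Named peaks were chosen by a rule fixed before the data were examined. At each time point they are the 2 common pairs with the highest −log10 p (by the lower value of the pair) and the 2 P-exclusive and 2 C-exclusive peaks with the highest −log10 p. Coordinates are mm9, counted from 1. Gene names, peak categories, motifs and hotspots were not analysed here, because the annotation at hand was of another build. Alternatives were a −log10 p of at least 10, a q-value under 0.01, a fold enrichment of at least 5, main chromosomes only, every line counted, a reciprocal overlap of at least 50%, summits within 100 bp, the same number of peaks from each list, and −log10 p in place of fold enrichment. Figures were drawn with matplotlib 3.10.9. Groups follow the sample labels. Peak names inside the lists carry an hour tag of 0 in both day −2 lists and of 5 in both 4 h lists, so the tag differs from the labelled 4 h.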

Results

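C/EBPβ binding was measured by ChIP-seq in control (C) and Prep1 down-regulated (P) 3T3-L1 cells at day −2 and at 4 h after adipogenic induction, with 1 ChIP library and 1 input library per condition. There were no replicates, so the intervals below describe counting error in these libraries and not the spread between cultures. The depth implied by the recovered background was 7.82 M reads in C cells and 7.85 M in P cells at day −2, and 7.84 M and 7.82 M at 4 h. The 4 libraries thus had nearly the same depth. The fragment length used by the peak caller was 215 bp in C cells and 163 bp in P cells at day −2, and 164 bp and 159 bp at 4 h. The length of the DNA fragments themselves was not measured here. Median peak width was 259 bp in C cells and 208 bp in P cells at day −2, and 233 bp and 242 bp at 4 h.

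The first question was whether lowering Prep1 changes the number of C/EBPβ sites. At day −2 the list of C cells held 838 peaks and that of P cells 1653, a P to C ratio of 1.97 (95% interval 1.81 to 2.15). At 4 h the lists held 13525 and 26713 peaks, a ratio of 1.98 (1.93 to 2.02). The interval of each ratio lay above 1. On chromosomes 1 to 19 and X alone the numbers were 838, 1652, 13517 and 26696. Among the alternatives, a −log10 p of at least 10 moved the ratio most, to 2.16 at day −2 and 2.09 at 4 h. With a −log10 p of at least 50, the ratio was 5.46 (3.00 to 10.8) at day −2, from 13 C peaks and 71 P peaks, and 3.80 (3.54 to 4.09) at 4 h. At day −2 the lists also differed in the peak caller's fragment length, which sets the narrowest peak that can be called.

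**Figure D1:**
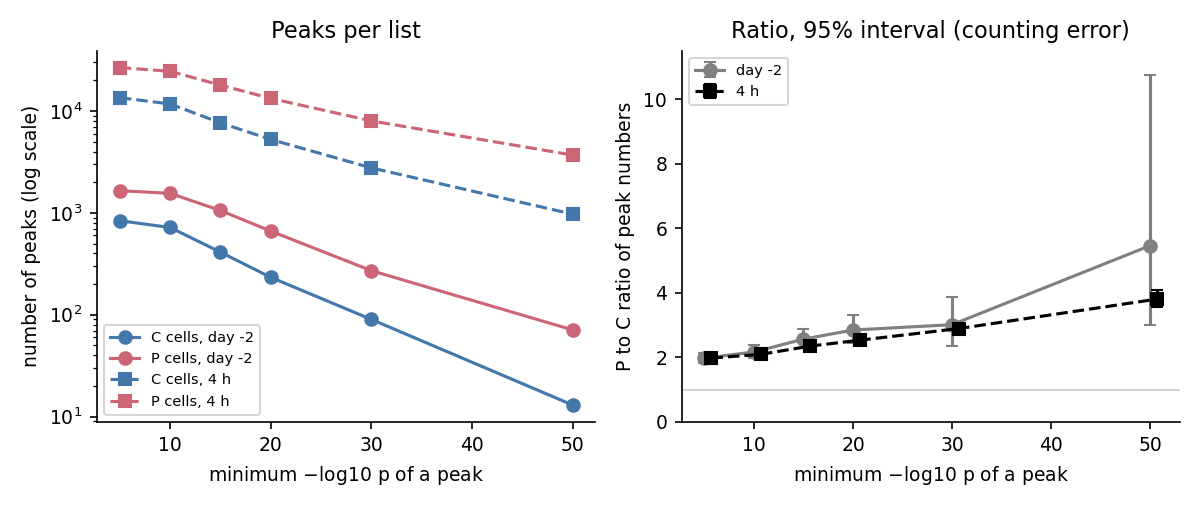
Number of peaks (left, log scale) and P to C ratio of peak numbers (right, with 95% intervals for counting error) against the minimum −log10 p of a peak, for day −2 (circles) and 4 h (squares, shifted slightly on the right). P lists were longer at each threshold, and the 4 h ratio went from 1.98 to 3.80.

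Next, the lists before and after induction were compared within each cell type. The 4 h list was 16.1 times as long as the day −2 list in C cells and 16.2 times in P cells. Of the day −2 peaks, 94.4% (92.6 to 95.8) overlapped a 4 h peak in C cells and 98.7% (98.0 to 99.1) in P cells. Conversely, 5.85% of the C peaks at 4 h and 6.09% of the P peaks at 4 h overlapped a day −2 peak. A reciprocal overlap of at least 50% moved the day −2 shares most, to 86.5% in C cells and 73.6% in P cells, and reversed the order of the cell types.

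Peaks were then divided into common and exclusive ones. At day −2, 519 of the 838 C peaks (61.9%, 58.6 to 65.2) overlapped a P peak and 319 were C-exclusive. Of the P peaks, 31.4% (29.2 to 33.7) overlapped a C peak and 1134 were P-exclusive. At 4 h, 85.9% (85.3 to 86.5) of the C peaks overlapped a P peak and 1909 were C-exclusive, while 43.2% (42.6 to 43.8) of the P peaks overlapped a C peak and 15179 were P-exclusive. List length entered these shares. When the same number of peaks was taken from each list, the share was 45.6% for both cell types at day −2 and 66.4% of C peaks and 65.8% of P peaks at 4 h. Exclusive peaks were weaker than common ones in each of the 4 lists. The median −log10 p was 12.4 for C-exclusive and 17.2 for common peaks in C cells at day −2, and 16.0 against 24.2 in P cells. At 4 h it was 11.7 against 17.8 in C cells and 15.3 against 33.8 in P cells.

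Fold enrichment, as the authors' peak caller gave it, was compared at common peaks to describe the libraries. The median log2 P/C ratio was 0.48 (0.43 to 0.54) over 519 pairs at day −2 and 0.62 (0.60 to 0.64) over 11616 pairs at 4 h. Fold enrichment was higher in P cells in 77.6% of pairs at day −2 and in 82.2% at 4 h. With −log10 p in place of fold enrichment the 4 h median was 0.81. The fragments at the summit had a median log2 ratio of 0.25 (0.21 to 0.31) at day −2 and 0.71 (0.69 to 0.72) at 4 h. The input background had a median log2 ratio of −0.39 (−0.47 to −0.32) at day −2, where the peak caller's fragment length was longer for C cells. At 4 h its median was 0.0068, with quartiles of −0.45 and 0.61. Recovered backgrounds fall on steps and many pairs share this one, so the 4 h median hardly registers a difference.

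**Figure D2:**
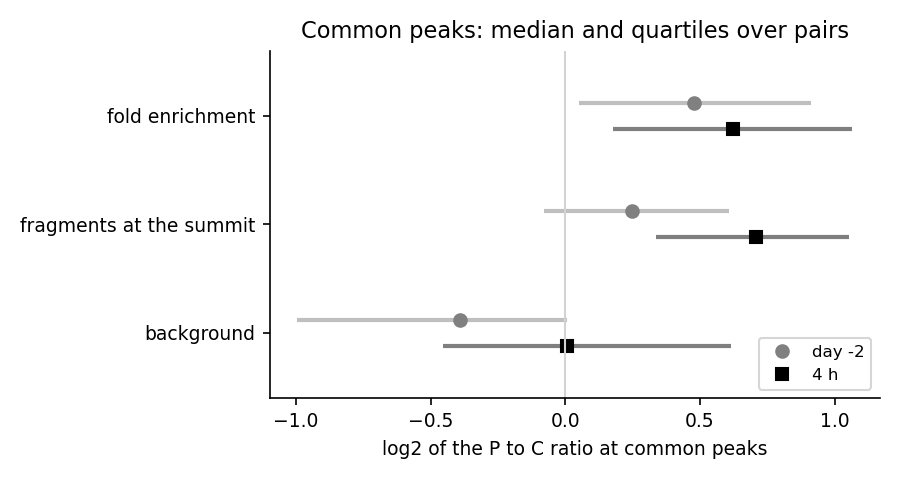
Log2 of the P to C ratio of fold enrichment, fragments at the summit and input background at common peaks, for day −2 (circles, 519 pairs) and 4 h (squares, 11616 pairs). Points are medians and lines run from the lower to the upper quartile over pairs. Median background was lower in P cells at day −2 and near 0 on this scale at 4 h, where it lies on a step shared by many pairs.

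A further comparison asked whether sites listed at day −2 in P cells alone are sites that C cells have after induction. Of the P-exclusive day −2 peaks, 86.9% (84.8 to 88.7) overlapped a C peak at 4 h. The share was 88.7% (84.8 to 91.7) for C-exclusive and 97.9% (96.2 to 98.8) for common day −2 peaks. The intervals of the exclusive classes overlapped each other and lay below that of the common class. With a −log10 p of at least 10 they no longer overlapped, at 84.7% for P-exclusive and 93.8% for C-exclusive peaks. In the P list at 4 h, 98.1% of the P-exclusive and 86.2% of the C-exclusive day −2 peaks were found. A reciprocal overlap of at least 50% moved the share of P-exclusive peaks in the C list at 4 h most, to 74.1%. After merging overlapping peaks, the 4 lists covered 28658 regions. Of these, 507 had a peak in all 4 lists, 977 in all lists except that of C cells at day −2, and 15022 in P cells at 4 h alone.

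**Figure D3:**
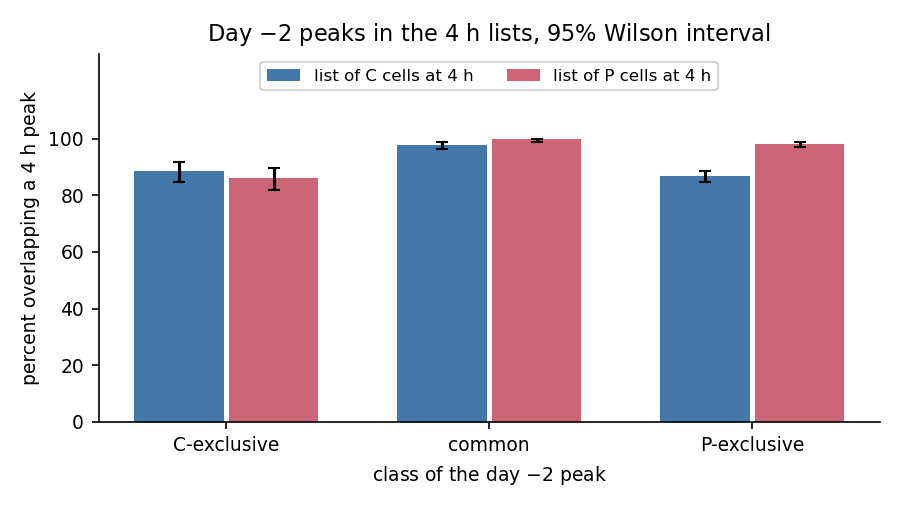
Percent of C-exclusive, common and P-exclusive day −2 peaks that overlapped a peak of the 4 h list of C cells or of P cells, with 95% Wilson intervals. The P-exclusive class reached 86.9% in the C list and 98.1% in the P list.

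The strongest peaks of each class were as follows. The strongest common pair at day −2 lay on chromosome 2 from 50542834 to 50543204 in C cells, with a fold enrichment of 28.4 in C and 38.0 in P cells. The next lay on chromosome 2 from 61133722 to 61134106, with a fold enrichment of 29.0 and 29.9. The strongest P-exclusive peak at day −2 lay on chromosome 10 from 106642520 to 106642820, with a fold enrichment of 15.7. Its input background was 12.7 times the genome background. The next P-exclusive peak, on chromosome 17 from 80181173 to 80181463, had a fold enrichment of 26.4. The C-exclusive peaks at day −2 were on chromosome 1 from 155538234 to 155538564 and on chromosome 12 from 103655918 to 103656248, with a fold enrichment of 15.8 and 16.6.

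At 4 h the strongest common pair lay on chromosome 2 from 105268304 to 105268626 in C cells, with a fold enrichment of 74.2 in C and 85.1 in P cells. The next was on chromosome 1 from 180976458 to 180976921, with a fold enrichment of 61.1 and 65.9. The strongest P-exclusive peaks were on chromosome 7 from 78675880 to 78676182 and on chromosome 2 from 110008363 to 110008894, with a fold enrichment of 49.2 and 37.3. The strongest C-exclusive peaks were on chromosome 3 from 150946848 to 150947122 and on chromosome 2 from 114600097 to 114600337, with a fold enrichment of 23.7 and 19.6.

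The input background at the peaks was also compared between the cell types. At 4 h its median was 2.09 times the genome background in C cells and 2.17 times in P cells. Recovered backgrounds fall on steps, and both medians lie on the step of a single input fragment. Their gap comes from the scale and genome background of each list and does not measure a difference between the cell types. On chromosome 10 from 106637893 to 107797365, the 56 P peaks at 4 h had a median of 8.68 times the genome background and the 15 C peaks a median of 2.40 times. This region was singled out after its values were seen.

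**Figure D4:**
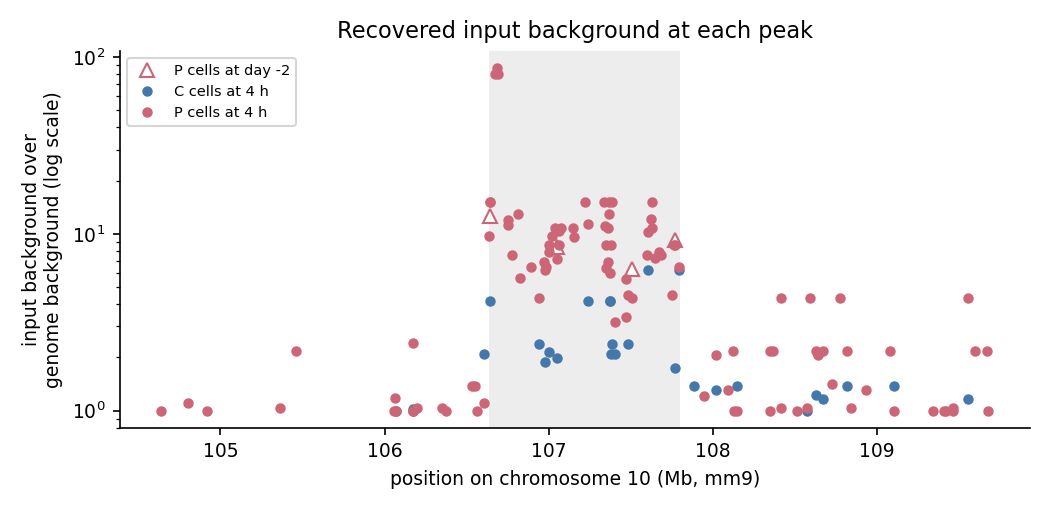
Input background over genome background (log scale) at each peak of chromosome 10 within 2 Mb of the shaded region, in mm9 coordinates, for 4 h (filled circles) and P cells at day −2 (open triangles). P peaks inside the region had a median of 8.68 at 4 h, against 2.40 for C peaks.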

Values the study reported

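The study reported 838 C/EBPβ peaks in C cells and 1,652 in P cells at day −2. At 4 h after induction it reported 13,517 peaks in C cells and 26,696 in P cells. It described the change at each time point as a 2-fold increase in P cells. Mapped reads were down-sampled to 8 mln before peaks were called.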

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

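All tests in this part were chosen after the result was seen. Input was used by the study as background for peak calling, and a signal appeared in it. On chromosome 10 from 106637893 to 107797365, a stretch of 1.16 Mb, the 56 P peaks at 4 h had a median input background of 8.68 times the genome background. The flanks of 2 Mb on each side had a median of 1.10 in P cells at 4 h (51 peaks) and 1.27 in C cells (14 peaks). At the 14 common 4 h pairs inside the stretch, the input background was divided by the genome background of its own library. The divided value was higher in P cells in 14 of 14, with a median log2 P/C ratio of 1.58 (0.71 to 1.96). Other runs of at least 10 consecutive peaks with a background of at least 3 times the genome's were found. A longer and higher one in P cells at 4 h lay on chromosome 10 from 116120529 to 118049559, with 81 peaks and a median of 15.2, and the 33 C peaks there had a median of 6.27. Inside it, from 116830056 to 117183688, the 14 C peaks at 4 h had a median of 86.9 and the 25 P peaks one of 97.0. One on chromosome 2 from 77756057 to 77865019 had a median of 32.8 in 11 P peaks and 30.6 in 9 C peaks. High input background on chromosome 10 is therefore not limited to P cells. Repeats that gather reads in any library would raise C cells alike, and the ratio of 1.58 argues against them. The rest of chromosome 10 had a median log2 ratio of 0.055 on the same divided scale. The division takes out any overall difference in scaling between the inputs, so this value cannot test for one. For the same reason, an overall difference in scaling cannot bring the ratio of 1.58. A gain of DNA copies in the P cells predicts a high background in their other input library too. The 4 P peaks of day −2 in the stretch had a median of 8.86 times the genome background, against 2.11 for that whole list, so such a gain is a candidate explanation. C cells had no day −2 peak there to compare, and the 15 C peaks at 4 h had a median of 2.40, which is above their flanks too, so a smaller gain in C cells stays open. The stretch was found in the P input of 4 h, so its value there is selected to be high and the day −2 value is the more independent one. Whether lowering Prep1 or the history of the cell line is behind it was not tested. The stretch held 43 of the 15179 P-exclusive peaks at 4 h, or 0.283%, so it cannot account for the longer P list. It held 4 of the 1134 P-exclusive peaks at day −2, the strongest named one among them.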

How the results depend on the processing

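The alternatives were listed before the data were examined. Across 19 results and 9 settings, 112 values were computed. Of these, 84 stayed within the interval of the reported value (or within 1.5 times of a peak number) and 28 moved outside it. No single value changed sign, but the order of compared values changed under several settings. Besides the changes under stricter overlap given below, the 4 h to day −2 ratio of C cells, which lay below that of P cells with overlapping intervals, rose above it at a −log10 p of at least 10 (16.3 against 15.8) and at a fold enrichment of at least 5 (16.4 against 16.1). At both of these settings the P to C ratio at day −2 also rose above that at 4 h, with overlapping intervals. P lists stayed longer than C lists under each setting that changes peak numbers. A q-value under 0.01, main chromosomes alone and counting every line gave 46 of the 84 values that stayed. These 3 settings removed at most 17 peaks from a list, so they say little about stability. Under the other settings 38 of 66 values stayed.

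A −log10 p of at least 10 raised the P to C ratio to 2.16 at day −2 and 2.09 at 4 h. At 4 h it gave an overlap of 86.8% of C peaks and 41.3% of P peaks and a median log2 fold ratio of 0.58. The day −2 peaks of C cells found at 4 h came to 96.5%, and the P-exclusive and C-exclusive day −2 peaks found in the C list at 4 h came to 84.7% and 93.8%. The order of these classes stayed C-exclusive above P-exclusive, while their intervals no longer overlapped. The cause was not tested. A fold enrichment of at least 5 gave an overlap of 42.6% of P peaks at 4 h.

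Stricter overlap lowers shares by construction. With a reciprocal overlap of at least 50%, 78.0% of C peaks and 39.5% of P peaks were common at 4 h, and the median log2 fold ratio was 0.59. The day −2 peaks found at 4 h fell to 86.5% in C cells and 73.6% in P cells, which reversed the order of the cell types. P cells had the shorter peaks at day −2, and the cause was not tested. The shares in the C list at 4 h were 74.1% for P-exclusive, 79.4% for C-exclusive and 87.8% for common peaks. With summits within 100 bp, 82.1% of C peaks and 41.6% of P peaks were common at 4 h. The day −2 peaks found at 4 h came to 91.9% in C cells and 95.7% in P cells, and the P-exclusive and C-exclusive shares to 83.6% and 83.5%, with P-exclusive above C-exclusive and overlapping intervals.

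Taking the same number of peaks from each list gave an overlap of 45.6% for C peaks and 45.6% for P peaks at day −2, and 66.4% and 65.8% at 4 h. Lists of equal length remove the difference between the cell types by construction. With −log10 p in place of fold enrichment, the median log2 ratio at 4 h was 0.81. The lack of replicates limits each of these results, since no spread between cultures is known.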

Other observations

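In this part, the tests of a stronger library, of the background at 4 h, of chance overlap, of peak strength and of copy number by chromosome were fixed before the result was seen, and the others were chosen after it.

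P lists held more peaks than C lists. Depth argues against a deeper P library, since the P to C depth ratio was 1.00 at day −2 and 0.997 at 4 h. The peak caller's fragment length sets the narrowest peak that can be called, and it was shorter for P cells at both time points. A longer fragment length would widen P peaks by an amount the lists do not give. P peaks narrower than the shortest C peak were therefore all dropped as the harshest case, with the P background set to the C level. At 4 h the ratio was then 1.80 (1.76 to 1.84), which argues against the fragment length as the whole cause, and how much of the excess it brings is not known. The background at common 4 h peaks had a median log2 ratio of 0.0068, a step shared by many pairs that hardly registers a difference. Its quartiles were −0.45 and 0.61, and the summed background was 1.07 times as high in P cells. Over these common pairs together the P background was thus not lower. P-exclusive peaks have no C peak to compare. At day −2 the background at common peaks was lower in P cells by a log2 ratio of −0.39. Relative to each library's genome background the median log2 ratio was 0.00 (−0.08 to 0.07), so the lower background goes with the shorter fragment length of the peak caller. In the same harshest case the ratio of the whole day −2 lists fell to 0.874 (0.790 to 0.966), against 1.96 with narrower P peaks kept. With a −log10 p of at least 10 it was 0.960 (0.863 to 1.07). The day −2 ratio was 1.43 (1.26 to 1.62) for peaks with a −log10 p of at least 15 and 2.37 (1.84 to 3.06) at 30. This argues against the fragment length as the whole cause for peaks of at least 15. For peaks under 15 it was 0.338 with narrower P peaks dropped and 1.85 with all of them kept. The true value depends on how many would widen. For peaks under 15 and for the whole day −2 lists, the fragment length and the cell type therefore cannot be told apart.

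A stronger P library, one with more enriched fragments at the same depth, could move sites over a fixed threshold. Common 4 h peaks had a median log2 P/C ratio of 0.71 in fragments at the summit, exclusive peaks were the weaker ones, and the strongest 13525 P peaks at 4 h overlapped a C peak in 65.8% of cases against 19.9% for the rest. A better immunoprecipitation and more binding would both give this, and 1 library per condition does not separate them. Whether a gain of 1 factor at every site with counting noise alone is the whole cause was also examined. Of the P peaks with a −log10 p of at least 30, 30.6% of 271 at day −2 and 18.8% of 8007 at 4 h were absent from the C list. Of the C peaks that strong, 5.56% of 90 and 0.722% of 2769 were absent from the P list. In 11 of 12 combinations of settings at day −2 and in 10 of 12 at 4 h, the highest of 100 simulated shares of absent P peaks lay below the interval of the observed share. In the others, P fragments were first lowered by 1 SD, because peaks picked for high counts are overestimated, and sites under a −log10 p of 15 were counted as absent. That cut is harsh, since the C lists held 426 of 838 and 5864 of 13525 peaks under it. There the mean simulated share was 28.6% at day −2, below the observed share and inside its interval of 25.4 to 36.4. At 4 h it was 20.7% and 26.2%, above the observed share. The day −2 value took its gain from the median fold ratio, which already holds the lower P background. As the background was also set to the C level, that difference was counted again. With the gain from summed fragments the same setting gave 14.9%, at most 19.2%. All gains came from common pairs, which are called in C cells by definition. The simulation sets 1 library against another with counting noise alone, and the spread between cultures is not known, so a uniform gain cannot be told apart from site-specific change.

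Most P-exclusive day −2 peaks were in the C list at 4 h. Shuffled positions on the same chromosomes overlapped that list in 0.251% of cases, which argues against chance. Common P peaks weighted to the −log10 p of the P-exclusive ones reached 96.3% (93.7 to 98.5), against 86.9% of the P-exclusive peaks. Common peaks are by definition also called in C cells at day −2, so their strength in C cells goes with the class, and peak strength and class cannot be told apart. The C-exclusive share of 88.7% was close to the P-exclusive one, so later presence in C cells was not a mark of P-exclusive sites. With a −log10 p of at least 10 the C-exclusive share of 93.8% lay above the P-exclusive share of 84.7%.

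The P to C ratio differed between chromosomes, from 1.64 on chromosome 5 to 2.64 on X at 4 h. Over 20 chromosomes, the ratio at 4 h and at day −2 had a Spearman rho of 0.66 (permutation p 0.0021, adjusted 0.0041) and a Pearson r of 0.54 (permutation p 0.014, adjusted 0.021). Without chromosomes 6 and 16, r was 0.60. With the P/C input background the 4 h ratio had a rho of 0.38 (permutation p 0.097, adjusted 0.12) and an r of 0.19 (permutation p 0.42, adjusted 0.42), with r at 0.066 without chromosomes 16 and 18. Copy number as the source cannot be told apart from binding at this number of chromosomes. With the input background of C cells the 4 h ratio had a rho of −0.70 (permutation p 0.00081, adjusted 0.0024) and an r of −0.76 (permutation p 0.00029, adjusted 0.0017), and r was −0.54 without chromosomes 12 and X. This background is a median on steps, and most chromosomes shared a value of 2.09 or 1.71, with X at 1.03. The relation thus rests on few distinct levels. The 3 relations were adjusted together by Benjamini-Hochberg over their 6 two-sided p-values, and chromosomes of 1 library are not independent replicates. On X the P/C input ratio was 1.01. The background cannot fall below the genome-wide value, where 93 of 221 common X peaks in C cells lay, so extra copies of X in P cells cannot be told apart either.

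The genome-wide background was low for the depth quoted above. With the peak caller's default genome size it implied 7.84 M reads in C cells at 4 h, and with its mouse setting 5.43 M. The first is close to the quoted depth, and the study states default parameters for the peak caller, apart from the p threshold. Both point to the default human size having been used. At the summits, the mouse setting would put 0, 0, 0 and 4 peaks under the p threshold, for C and P cells at day −2 and C and P cells at 4 h. Loss of peaks by narrowing was not tested, so its effect on the peak numbers is not known.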
